A study of Danio rerio with 10 samples.

How the data were processed

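RNA was measured by stranded total RNA sequencing in zebrafish (Danio rerio, AB strain) embryos at 5 stages of development. In order these were 64-cell, 256-cell and 1000-cell embryos, the dome stage and the shield stage. The stages are those of the sample titles. The labels' growth protocol omits dome and lists later stages that no sample has. Per the labels' protocols, pools of dechorionated embryos were broken up in a lysis buffer that leaves nuclei intact and were spun down. The supernatant was kept as the cytosolic fraction and the washed pellet as the nuclear fraction. Ribosomal RNA was removed with a kit made for human, mouse and rat RNA before library preparation, per the labels' protocols. Each stage gave 1 nuclear and 1 cytosolic library, 10 libraries in all.

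The authors deposited a single table of counts, whole numbers per Ensembl transcript ID, with 16383 transcripts and 1 column per library. Neither the labels nor the file header state the aligner, the counting tool, the genome build, the annotation release or whether the counting used strand. The values were treated as raw counts because they are whole numbers whose totals differ between libraries, from 5909037 to 14311969. Counts per transcript divide reads among models of 1 gene, and among near-identical copies and overlapping transcripts, in a way that was not stated. All values for single transcripts are uncertain in that respect. Each column name was matched to a library by its stage and fraction, with 0 per-sample columns left unmatched. Every column name ends in a 2 that the labels do not explain.

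The files do not pair transcript IDs with gene names. The RefSeq gene table used for names (assembly GRCz12tu) matched 0 of the 16383 IDs, so transcripts are named by ID. Planned comparisons of marker genes, of non-coding with protein-coding transcripts and of the mitochondrial share of counts, and counts summed per gene, were not analysed here for that reason.

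Differential abundance was tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test (glmQLFit and glmQLFTest) on the counts with TMM scaling. Transcripts with at least 10 counts in at least 2 libraries were kept, which left 9568. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p-value under 0.05 was the threshold. In all, 4 comparisons were made over the 10 libraries. The fraction effect compared nuclear with cytosolic libraries with stage as a block (4 residual degrees of freedom). The pairing rests on the stage in the labels. That both libraries of a stage came from 1 pool was taken from the protocol and could not be checked. Late stages (dome and shield) were compared with early stages (64-cell, 256-cell and 1000-cell) in the nuclear and in the cytosolic fraction, from 1 fit with 4 means (6 residual degrees of freedom), which treats both libraries of a stage as independent. The change of the nuclear/cytosolic ratio from early to late was tested as an interaction with stage as a block (3 residual degrees of freedom). No stage was replicated within a fraction, so stages stand in for replicates and the residual spread includes differences between stages. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Where all libraries of a group had 0 counts, neither that size nor its error is a reliable measure.

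Within each stage, the log2 ratio of nuclear to cytosolic CPM values (after TMM scaling, prior count 2) was described without a test. The number of transcripts past a 2-fold difference was set against the number given by 20 draws of both libraries of a stage from 1 pooled composition at their own depths. Library measures were compared between fractions by two-sided exact sign-flip permutation tests over the 5 stages, which cannot give a p-value under 0.0625. Shares carry 95% Wilson intervals, and the smallest share a library can show was taken as 3 counts. For shares of counts, both cover counting error only, since PCR duplicates cannot be told apart without molecular identifiers. For percentages of transcripts or of pairs of stages, the interval takes these as independent draws. It then covers neither counting error nor differences between libraries. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.

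By the rule for naming transcripts without gene names, up to 2 per direction were to be named. For late against early they had to pass the threshold in both fractions with the same sign and were ranked by the mean of both fold changes. For the fraction effect they also needed 1 sign over all 5 stages. Other transcripts are named where stated. The fits were tested on simulated data for the 9568 transcripts. In each simulation 200 transcripts were changed, drawn from those with a mean of at least 50 counts. Of transcripts changed 16-fold, 88.5% were recovered for the fraction effect, 40.5% for late against early in the nuclear fraction, and 55.0% both in the cytosolic fraction and for the interaction. Of transcripts changed 4-fold, 45.0% were recovered for the fraction effect and 0% in the 3 other tests. False calls made up 0.562 to 9.09% of the calls at 16-fold. At 4-fold they were 5.26% of the calls for the fraction effect and the single call made for the interaction.

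Alternatives covered the scaling (RLE size factors of DESeq2, or library totals), the filter, the prior count, the most abundant transcripts, DESeq2 1.42.0, each stage left out in turn, the stage block, the division into early and late, and a linear trend over stage order. The grouping, the tests, the naming rule and these alternatives were fixed before the data were examined. A robust quasi-likelihood fit and a fit of the fraction effect to the early stages were added after seeing the data.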

Results

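The data set compares the RNA of nuclear and cytosolic fractions as zebrafish embryos developed from cleavage to gastrulation. Counts were scaled per library, so a nuclear/cytosolic ratio compares a transcript's share of the counts in each fraction. It does not give how the molecules of a transcript were divided between the nucleus and the cytosol. The 64-cell, 256-cell and 1000-cell stages are cleavage and early blastula stages named for their cell number, dome is a later blastula stage, and shield is an early gastrula stage. Nuclear and cytosolic fractions were sequenced at each of the 5 stages, with 1 library per fraction and stage, and there were no replicates within a stage. The values are counts of reads per transcript as the authors deposited them. Total counts ran from 5909037 in the nuclear library at shield to 14311969 in the cytosolic library at 64-cell. At these depths 3 counts corresponded to 0.21 to 0.508 CPM. Of the 16383 transcripts, 3665 had 0 counts in all 10 libraries and 9568 entered the tests.

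The cytosolic libraries were deeper than the nuclear ones at 4 of 5 stages. Total counts were 11010866 ± 2413803 in the cytosolic libraries and 8454077 ± 2851885 in the nuclear libraries (SD, n = 5 stages each; exact sign-flip permutation test, two-sided p = 0.125). At equal depth, 9318 ± 875 transcripts were detected in the nuclear libraries and 8832 ± 351 in the cytosolic libraries (SD, n = 5 stages each). The nuclear library had more at 4 of 5 stages, with a mean difference of 486 ± 651 transcripts (SD), and the exact sign-flip permutation test gave p = 0.25 (two-sided). The 10 most abundant transcripts of each library held 7.62% ± 1.76 of the nuclear counts and 7.57% ± 4.86 of the cytosolic counts (SD, n = 5 stages each; exact sign-flip permutation test, two-sided p = 0.938). The nuclear share was higher at 4 of 5 stages and lower at shield, with 8.68% against 15.8%. Adjusted over these 3 comparisons by the Benjamini-Hochberg method, the exact p-values were 0.375, 0.375 and 0.938. With 5 pairs, 2 of the 32 sign patterns always reach the most extreme difference, so none of these differences could have passed 0.05. The sign of the difference in the share of the 10 most abundant transcripts changed with the stages included, from -0.717 percentage points without the 1000-cell stage to 1.83 without the shield stage.

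The libraries separated mainly by stage. Among the 6 early libraries, Pearson correlations of log2 CPM across transcripts lay between 0.900 and 0.941. The lowest correlation between any 2 libraries, 0.498, was between the nuclear libraries at 64-cell and shield. Between the cytosolic libraries of the same stages it was 0.664. At dome, the nuclear library correlated with the nuclear 64-cell library at 0.801 and the cytosolic library with the cytosolic 64-cell library at 0.863. These are correlations across transcripts, which are not independent replicates. After the mean of each fraction was removed, libraries of the same stage correlated at a mean of 0.518 and libraries of different stages at -0.102. No other of the 120 pairings of nuclear with cytosolic libraries gave as high a value (exact permutation test, one-sided p = 0.00833, the smallest possible). The first principal component held 55.4% of the variance and the second held 11.7%. Along the first component, on which later stages had higher values, the nuclear library at 64-cell lay at -94.1 and the cytosolic library at -89.9. The nuclear minus the cytosolic value was -4.21 units at 64-cell, 16.7 at 256-cell, 30.5 at 1000-cell, 49.2 at dome and 74.0 at shield. With 1 library per fraction and stage these differences were not tested.

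**Figure D1:**
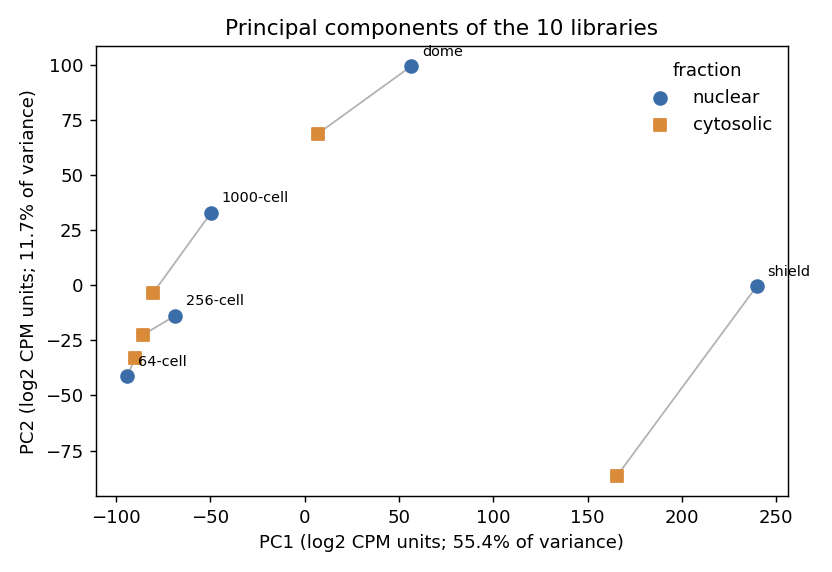
First against second principal component of log2 CPM (arbitrary units) for the 10 libraries, with nuclear libraries as circles, cytosolic libraries as squares and a line joining both libraries of a stage. The first component runs from -94.1 for the nuclear 64-cell library to 239.6 for the nuclear shield library.

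The difference between the fractions was first described within each stage. At 64-cell, 855 of the 9568 transcripts were 2-fold or more higher in the nuclear library and 937 in the cytosolic library. Together they made up 18.7% of transcripts (95% Wilson interval 17.96 to 19.5%), against 195 transcripts given by counting noise alone. At 256-cell the numbers were 1231 nuclear and 879 cytosolic, or 22.1% (21.2 to 22.9%), with 315 from counting noise. At 1000-cell they were 1330 and 896, or 23.3% (22.4 to 24.1%), with 247 from counting noise. At dome 1980 transcripts were higher in the nuclear and 590 in the cytosolic library, or 26.9% (26.0 to 27.8%), with 123 from counting noise. At shield the numbers were 2825 and 2024, or 50.7% (49.7 to 51.7%), with 261 from counting noise. The nuclear library was the higher one for 47.7% of these transcripts at 64-cell, 58.3% at 256-cell, 59.7% at 1000-cell, 77.0% at dome and 58.3% at shield. When library totals replaced TMM scaling, the share at shield was 73.5% (3566 nuclear and 1288 cytosolic) and the median log2 ratio there shifted from 0.00 to 0.38. Of the alternatives, a minimum of 50 counts in a stage moved the percentage of transcripts past 2-fold the most, to 13.9% at 256-cell. With 1 library per fraction and stage, none of these differences has a replicate check.

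**Figure D2:**
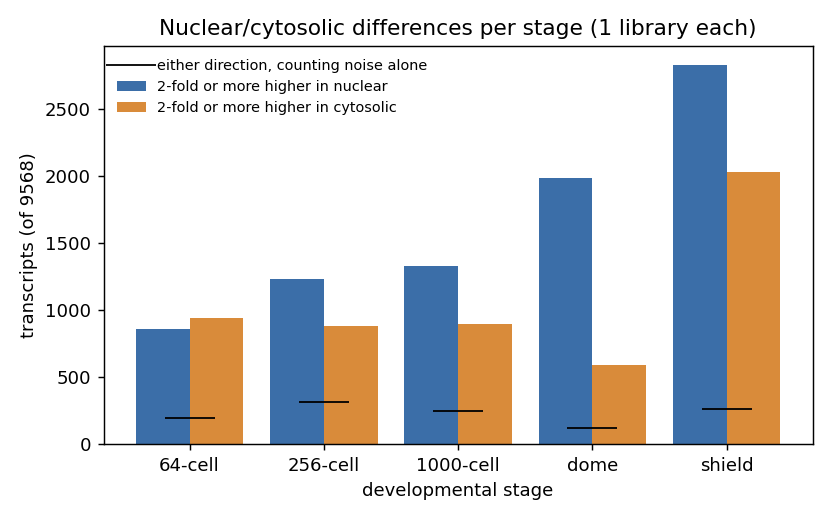
Number of transcripts, of 9568 tested, that were 2-fold or more higher in the nuclear (left bar) or cytosolic (right bar) library of each stage, with a line for the number in either direction given by counting noise alone. The highest bars are at shield, with 2825 nuclear and 2024 cytosolic transcripts, and the widest gap between the bars is at dome, with 1980 and 590.

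The spread of the log2 nuclear/cytosolic ratio over transcripts (SD) was 1.27 at 64-cell, 1.38 at 256-cell, 1.43 at 1000-cell, 1.36 at dome and 2.15 at shield. Counting noise alone gave an SD of 0.29 to 0.36. Correlations of the ratio between stages were low. For dome and shield Pearson's r across transcripts was 0.269 (Spearman's rho 0.327). For the 9 other pairs of stages r lay between -0.0284 and 0.127 with a median of 0.0364, and rho lay between -0.0156 and 0.217. The highest rho of these 9 was for 256-cell and 1000-cell. Among transcripts with a mean of at least 50 counts, rho was 0.328 for 256-cell and 1000-cell and 0.279 for dome and shield. The order of these pairs by rho thus depended on the filter. By r it did not, with 0.167 for 256-cell and 1000-cell and 0.215 for dome and shield among these transcripts. Of 7487 transcripts with a ratio other than 0 at every stage, 419 (5.60%) were higher in the nuclear library at all 5 stages and 443 (5.92%) were lower at all 5. Random signs would give 234 (3.13%) for each.

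Whether a transcript was relatively more abundant in 1 fraction across development was tested over all 5 stages. No transcript passed the threshold (0 of 9568, smallest adjusted p-value 0.825 in edgeR's quasi-likelihood test), while 522 had an unadjusted p-value under 0.05 against 478 expected by chance. With the fractions exchanged within some stages, 72 to 455 had one. With 16 splits in all, no share under 1 in 16 is possible. The median log2 fold change with the labels as given was 0.04. The alternative that moved the count of 0 calls most was DESeq2, which called 112 transcripts, 89 of them higher in the nuclear and 23 higher in the cytosolic fraction. On simulated counts, 22.3 to 27.6% of DESeq2's calls for this comparison were false.

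The comparison of late with early stages asks how each fraction changed across the period in which transcription of the embryo's own genome begins. In the nuclear fraction, 99 transcripts passed the threshold in edgeR's quasi-likelihood test, 86 higher and 13 lower at the late stages, and 2464 had an unadjusted p-value under 0.05. In the cytosolic fraction, 18 passed, 15 higher and 3 lower, and 1978 had an unadjusted p-value under 0.05. The smallest adjusted p-values were 0.00663 and 0.0457. This fit treats both libraries of a stage as independent, which was not checked. The correlation of 0.518 between libraries of the same stage includes the difference between early and late. It therefore does not measure the correlation left after the fit. With the libraries of 1 fraction only, 0 transcripts passed in the nuclear fraction (2173 unadjusted) and 1 in the cytosolic fraction. The alternative that moved these counts most was DESeq2, with 1931 transcripts in the nuclear and 1391 in the cytosolic fraction. On simulated counts, 32.5 to 56.5% of DESeq2's calls were false for the nuclear and 35.1 to 48.8% for the cytosolic comparison. Those simulations changed 200 transcripts. They gave 115 to 243 DESeq2 calls for the nuclear and 121 to 259 for the cytosolic comparison. The real data gave many more calls, so these percentages may not carry over to them. In the other direction, with any 1 of the 3 early stages left out, 0 to 2 transcripts passed in the nuclear and 0 to 1 in the cytosolic fraction. Both counts were also 0 with the 1000-cell stage counted as late (790 and 443 unadjusted).

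Both fractions changed mostly in the same direction. Across the 9568 transcripts the log2 fold changes correlated at r = 0.683 (rho 0.704), and 78.1% had the same sign in both fractions. Of the 99 transcripts that passed in the nuclear fraction, 93 had the same sign in the cytosolic fraction. Of the 18 that passed in the cytosolic fraction, 16 had the same sign in the nuclear fraction. Both fractions shared 12 calls in the same direction, all higher at the late stages, and 1 call in opposite directions.

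**Figure D3:**
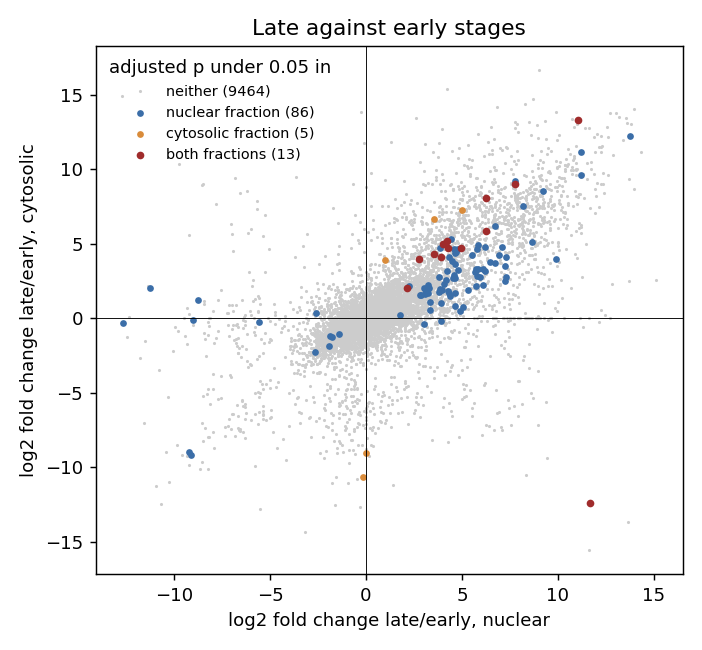
Log2 fold change of late against early stages in the nuclear fraction (horizontal) and in the cytosolic fraction (vertical), 1 point per transcript, coloured by whether the adjusted p-value was under 0.05 in the nuclear fraction (86), the cytosolic fraction (5), both (13) or neither (9464). Most points past the threshold lie above 0 on both axes, and 1 of the 13 lies at 11.66 on the nuclear and -12.38 on the cytosolic axis.

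ENSDART00000132807 had the largest mean increase among transcripts that passed in both fractions. Its log2 fold change was 11.06 (SE 1.33) in the nuclear fraction, with an edgeR adjusted p-value of 0.0394. In the cytosolic fraction it was 13.29 (SE 1.502), with an edgeR adjusted p-value of 0.0464. It had 0, 0 and 2 counts in the early nuclear libraries and 0 in each early cytosolic library. At dome and shield it had 2733 and 1253 counts in the nuclear and 2406 and 298 in the cytosolic libraries. Against the floor of 3 counts the lowest late value was at least 467-fold higher in the nuclear and at least 169-fold higher in the cytosolic fraction. ENSDART00000074125 rose by a log2 fold change of 7.74 (SE 0.93) in the nuclear fraction and 8.98 (SE 0.98) in the cytosolic fraction, with edgeR adjusted p-values of 0.0185 and 0.0457. It had 3, 2 and 4 counts in the early nuclear libraries and 753 and 656 in the late ones. In the cytosolic libraries it had 3, 1 and 3 counts early and 296 and 976 late, at least 80.1-fold higher. No transcript that passed in both fractions was lower in both.

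The other transcripts named here were chosen after their values were seen. ENSDART00000055429 is the 1 transcript that passed in opposite directions. It had 0 counts in the 3 early nuclear libraries and 421 and 301 at dome and shield, a log2 fold change of 11.66 (SE 0.81, edgeR adjusted p-value 0.0153). In the cytosolic libraries it had 1221, 657 and 705 counts at the early stages and 0 at both late stages, a log2 fold change of -12.38 (SE 0.97, edgeR adjusted p-value 0.0457). Against the floor these changes were at least 71.9-fold higher and at least 107-fold lower. ENSDART00000139452 had 493, 170 and 142 counts in the early cytosolic libraries and 0 at dome and shield, at least 21.6-fold lower (log2 fold change -10.63, SE 1.28, edgeR adjusted p-value 0.0457). In the nuclear libraries it had 296, 290, 131, 225 and 223 counts in order of stage (log2 fold change -0.17, SE 0.68, edgeR adjusted p-value 0.888). Counts for single transcripts depend on how reads were assigned among overlapping models, which was not stated.

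Whether the nuclear/cytosolic ratio itself changed from early to late was tested as an interaction. No transcript passed the threshold (0 of 9568, smallest adjusted p-value 0.178 in edgeR's quasi-likelihood test), and 638 had an unadjusted p-value under 0.05. A transcript past the threshold in 1 fraction and not in the other is therefore not shown to differ between the fractions. Without the stage block 3 transcripts passed, 1 with a rise and 2 with a fall of the ratio. DESeq2 called 189, with 103 rises and 86 falls, and 37.2 to 50.7% of its calls for this comparison were false on simulated counts.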

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

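The tests on the scaling factor of the cytosolic shield library and on the transcript with opposite changes were chosen after the result was seen, as were the readings given to the tests on the spread at shield and to the test of exchanged fraction labels. Of 11 sets of 5 values searched for a value far from the others, 5 had one, where chance gives about 1 in 20. Of the 5, 3 are views of a single pattern at shield.

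The cytosolic library at dome had 9446 transcripts detected at equal depth, against 8575 to 8784 in the other cytosolic libraries. The nuclear library at dome, with 10334, was also above the nuclear libraries of the early stages (8393 to 8923). Depth was equalised for this measure, and no other technical explanation or biological explanation was tested.

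The cytosolic library at shield had a TMM scaling factor of 0.714, against 1.03 to 1.10 for the other cytosolic libraries. Its 10 most abundant transcripts held 15.8% of its counts, against 4.21 to 8.28% in those libraries. A candidate explanation is a few abundant transcripts taking many of the counts. Without the 10 most abundant transcripts of any library the factor was 0.809, still outside the 0.982 to 1.02 of the other cytosolic libraries, so these transcripts accounted for part of the difference at most. Stage and this difference in composition cannot be told apart with 1 library per stage.

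At shield the fractions differed more than at any of the 4 other stages by 3 measures. The percentage of transcripts past a 2-fold difference was 50.7%, against 18.7 to 26.9%. The SD of the log2 ratio was 2.15, against 1.27 to 1.43. The correlation between the 2 libraries was 0.815, against 0.919 to 0.941. Lower depth could widen the spread of the ratio, as the nuclear shield library was the smallest. After all libraries were thinned to 5909037 counts, the SD at shield was still 1.52 times the largest SD at another stage (1.98 against 1.30). Thinning narrowed the SD at each stage, so lower depth did not account for the wider spread at shield. A biological candidate explanation is that transcripts made after the 1000-cell stage lie more in the nuclear fraction. The 2290 transcripts that were 2-fold or more higher at dome than early had a median log2 ratio at shield of 1.16, against -0.04 for the rest, a difference of 1.204. That median was at the 100th percentile of 10000 lists matched on mean expression (0.21 to 0.60). The ratio of the same transcripts at 64-cell is fixed near 0 by their low counts there and gives no control. Among the 617 with at least 50 counts at 64-cell, the median was 0.36 at shield and -0.25 at 64-cell, against -0.27 and 0.00 for the rest. Yet the spread was also wide without these transcripts. Among the rest the SD at shield was 1.97, against at most 1.21 at another stage. Among the 5753 transcripts that were 2-fold or more higher at neither dome nor shield, it was 1.95, against at most 1.15. This last set was defined after the result was seen and uses the shield libraries themselves. The rise of new transcripts may thus shift the ratio, while a wide spread was also present among transcripts below that 2-fold rise, and a difference between the pair of shield libraries in fractionation or preparation cannot be told apart from a difference between stages.

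ENSDART00000055429 moved in opposite directions, from 0 counts in each early nuclear library to 0 counts in each late cytosolic library. The change of its log2 nuclear/cytosolic ratio from early to late was 23.92 (SE 1.15). With 1 fraction at 0 at every stage the ratio has no finite value. Both numbers thus depend on how the fit handles zeros and are not a measure of precision. In edgeR's interaction test the transcript's adjusted p-value was 0.591 with the stage block and 0.0220 without it. The transcript was chosen from 9568 for this pattern. It was the 1 transcript at 0 in 1 fraction and at 100 counts or more in the other at all 5 stages. If the fraction at 0 were random at each stage, 6.25% of patterns (2 of 32) would change sides exactly between early and late, so the timing of the change in a single transcript cannot be told apart from a random order. Fraction labels exchanged between the late libraries could give the same pattern. Among all transcripts at 0 in 1 fraction at several stages, the same fraction was at 0 in 43.0% of 79 pairs of an early and a late stage (95% Wilson interval 32.7 to 54.0%) and in 59.4% of 69 other pairs (47.6 to 70.2%). The second percentage exceeded the first by 16.4 points (95% interval -3.36 to 35.7 from 10000 bootstrap resamples of the 93 transcripts, since pairs of 1 transcript are not independent). Of the 10 splits of the stages into 3 and 2, 2 gave a difference as large, the real one included, so these pairs did not settle it. This comparison was added after the percentages were seen. With the labels of dome and shield exchanged, 296 transcripts had an unadjusted p-value under 0.05 in edgeR, against 522 with the labels as given, and DESeq2 called 28, against 112. These numbers lean against an exchange, but with 16 splits in all they cannot rule it out. Reads moving between models of 1 gene remain possible, and no gene names were at hand to test it for this transcript.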

How the results depend on the processing

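The robust fits and the fraction effect in the early stages were chosen after seeing the data, and the other alternatives before the data were examined. The cause was not tested for any change listed here unless stated.

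The fraction effect stayed at 0 transcripts under every alternative but DESeq2, which called 112. In those fits the stage block, the scaling, the filter, the robust fit, a 2-fold threshold and the omission of each stage or of both late stages made no difference to that count, and 242 to 588 transcripts had an unadjusted p-value under 0.05.

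For late against early, DESeq2 called 1931 transcripts in the nuclear and 1391 in the cytosolic fraction, and a linear trend over stage order 1221 and 532. With each early stage left out in turn the counts ranged from 0 to 2 in the nuclear and from 0 to 1 in the cytosolic fraction. Without the 1000-cell stage, or with it counted as late, they were 0 and 0 (unadjusted p under 0.05 for 1710 and 1258 transcripts, and for 790 and 443). With the libraries of 1 fraction only they were 0 (2173 unadjusted) and 1. In the cytosolic fraction RLE size factors gave 0 (2016 unadjusted) and no filter on low counts gave 36. The nuclear count was 80 to 148 under the other alternatives and the cytosolic count 12 to 21. Library totals moved the median log2 fold change to -0.19 in the cytosolic fraction, from 0.05, and that of the interaction to 0.28, from 0.00.

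The interaction gave 0 transcripts (418 to 682 unadjusted) except with DESeq2 (189), without the stage block (3) and among the fits that each left out an early stage (0 to 1).

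With a prior count of 0.5 the percentage of transcripts past 2-fold was 21.4% at 64-cell, 24.1% at 256-cell, 25.7% at 1000-cell and 28.9% at dome. With at least 50 counts in the stage it was 13.2, 13.9, 15.97 and 21.4% at the same stages. At shield it moved by less than its interval, to 51.6 and 49.8%. The correlation of the ratio between dome and shield was 0.215 for transcripts with a mean of at least 50 counts. The difference in the share of the 10 most abundant transcripts reversed without the 64-cell stage (-0.612), the 256-cell stage (-0.275) or the 1000-cell stage (-0.717), and ranged up to 1.83 percentage points. The difference in transcripts detected kept its sign, from 261 to 676 with each stage left out.

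For the 4 named transcripts, 57 of 104 alternative values kept their direction and side of the threshold, 46 no longer passed it and 1 reversed, from -0.17 to 0.0355 for ENSDART00000139452 in the nuclear fraction with a mean of at least 50 counts. That result did not pass the threshold in either, and its other alternative values are among those that kept their side. No result of the 4 transcripts passed with any early stage left out.

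Counts summed per gene, and every alternative for marker genes, transcript classes and the mitochondrial share, were not run, since no gene names were matched. The percentages past 2-fold at the 4 stages before shield were lower among transcripts with at least 50 counts, and whether noise or the choice of transcripts lowered them was not tested. The absence of replicates within a stage limited every test. Leaving out dome or shield leaves 1 late library per fraction, so those fits were not run for late against early or the interaction.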

Other observations

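The tests of the 6 neighbouring transcripts, of whether the same fraction was at 0 across stages, and of other splits of the libraries (except for DESeq2) were chosen after the result was seen, and the reading given to the test on neighbouring IDs was settled after its value was seen.

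Many transcripts were at 0 in 1 fraction and abundant in the other fraction of the same stage. There were 414 such cases with at least 100 counts in the other fraction, in 296 transcripts, 237 at 0 in the nuclear and 177 at 0 in the cytosolic library. In 49 of them the other library had at least 1000 counts, and the highest was 13806. Counting noise could not produce them, with a mean of 0 cases in 20 draws of both libraries from 1 composition. Localization kept across stages is a candidate explanation, but in the 93 transcripts with several such cases the same fraction was at 0 in only 50.7% of 148 pairs of stages (95% Wilson interval 42.7 to 58.6%, with the pairs of 1 transcript taken as independent), near the 50% of a random side. Another candidate explanation is that all reads of a locus were assigned to another model of it in 1 library. In that case a neighbouring ID may be at 0 in the opposite fraction. It was in 2 cases, against a median of 4 in 1000 shuffles of the IDs, of which 834 gave as many. Neighbouring numbers are a weak stand-in for models of 1 locus, so the pattern cannot be told apart from a change in how reads were assigned. It would also widen the spread between stages that the tests use. Summing the counts per gene would test it.

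A set of 6 abundant transcripts with neighbouring IDs, ENSDART00000093596 to ENSDART00000093625, was singled out after its values were seen. Together the 6 held 3.34% of nuclear and 0.453% of cytosolic counts at 64-cell, 4.405 and 0.649% at 256-cell, and 3.57 and 1.03% at 1000-cell. At dome they held 1.30 and 1.34%, and at shield 0.701 and 0.569%. The log2 ratio of the shares was 2.88, 2.76, 1.79, -0.05 and 0.30 in order of stage. At each early stage all 6 were higher in the nuclear library under TMM, RLE and library totals. At shield the direction depended on the scaling. The median log2 ratio of the 6 there was -0.38 under TMM (1 of 6 higher in the nuclear library), -0.30 under RLE (2 of 6) and 0.10 under library totals (5 of 6). Library scaling could shift such a ratio, but the mean early log2 ratio, 2.54, was at least 2.49 under the other scalings and prior count. Of 10000 random lists of 6 transcripts of matched abundance, 0% had a median as high (2.55, against 2.52 for the highest list). Since the 6 were picked for this pattern, that comparison cannot rule out a chance choice of 6 abundant transcripts. The early ratio of the unscaled shares exceeded the late one by 2.35 (exact permutation test over 3 early and 2 late stages, p = 0.1, the smallest possible), and the sign-flip exact test over the 5 stages gave p = 0.125. No gene names were at hand to tell what the 6 transcripts are. Whether reads were shared between near-identical copies was not tested, nor was the purity of the fractions or any biological explanation.

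Exchanging the fractions within some stages gives 16 splits of the libraries. All 16 of 16 splits gave 0 transcripts past edgeR's threshold for the fraction effect, so that count does not set the real grouping apart from the others (522 unadjusted). In simulated data the same test recovered 45.0% of transcripts changed 4-fold and 88.5% of those changed 16-fold. If that recovery carries over, the 0 calls speak against many differences of that size kept over all stages, given the simulated spread. This covers only transcripts with a mean of at least 50 counts, since no others were changed in the simulation. By the number of transcripts with an unadjusted p-value under 0.05, 1 of 16 splits, the real one, reached 522, and the others gave 72 to 455. These others lay below the 478 expected by chance, so the recovery in simulated data may not carry over to these data. By DESeq2's calls, 1 of 16 reached 112, and the others gave 5 to 61. No share under 1 in 16 is possible, so a grouping by chance was not ruled out. The ranks suggest that some transcripts may lie more in 1 fraction throughout. Of DESeq2's 112 calls, 75 had the same sign at all 5 stages, 40 had a count of 0 in at least 1 library, and 102 had an unadjusted p-value under 0.05 in edgeR. The median absolute log2 fold change of the 112 was 2.61. In simulations at this replication at least 22.3% of DESeq2's calls for this comparison were false, so part of the 112 could be false calls.

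For late against early, 1 of the 10 splits of the 5 stages into 3 and 2, the real one, gave 99 calls in the nuclear fraction, and the others gave 0 to 2. In the cytosolic fraction 1 of 10 gave 18, and the others gave 0 to 1. For the interaction all 10 of 10 splits gave 0 (638 unadjusted in the real one, 113 to 335 in the others). With 10 splits the share cannot fall below 0.1.

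ENSDART00000125433 held a share of counts that changed from stage to stage without a steady direction. It was 1.06% of nuclear and 0.372% of cytosolic counts at 64-cell, 2.91 and 3.93% at 256-cell, 0.197 and 0.192% at 1000-cell, 0.229 and 0.523% at dome, and 0.484 and 4.93% at shield. It was chosen after its values were seen.

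The deposited table has 16384 lines with its header, which is 2 to the power of 14. Whether the table was shortened at a fixed number of lines was not tested.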
